# CDE-1 suppresses the production of risiRNA by coupling polyuridylation and degradation of rRNA

**DOI:** 10.1186/s12915-020-00850-z

**Published:** 2020-09-04

**Authors:** Yun Wang, Chenchun Weng, Xiangyang Chen, Xufei Zhou, Xinya Huang, Yonghong Yan, Chengming Zhu

**Keywords:** rRNA, siRNA, Argonaute, risiRNA, CDE-1, SUSI-1, Uridylation, Inheritance

## Abstract

**Background:**

Modification of RNAs, particularly at the terminals, is critical for various essential cell processes; for example, uridylation is implicated in tumorigenesis, proliferation, stem cell maintenance, and immune defense against viruses and retrotransposons. Ribosomal RNAs can be regulated by antisense ribosomal siRNAs (risiRNAs), which downregulate pre-rRNAs through the nuclear RNAi pathway in *Caenorhabditis elegans.* However, the biogenesis and regulation of risiRNAs remain obscure. Previously, we showed that 26S rRNAs are uridylated at the 3′-ends by an unknown terminal polyuridylation polymerase before the rRNAs are degraded by a 3′ to 5′ exoribonuclease SUSI-1(ceDIS3L2).

**Results:**

Here, we found that CDE-1, one of the three *C.elegans* polyuridylation polymerases (PUPs), is specifically involved in suppressing risiRNA production. CDE-1 localizes to perinuclear granules in the germline and uridylates Argonaute-associated 22G-RNAs, 26S, and 5.8S rRNAs at the 3′-ends. Immunoprecipitation followed by mass spectrometry (IP-MS) revealed that CDE-1 interacts with SUSI-1(ceDIS3L2). Consistent with these results, both CDE-1 and SUSI-1(ceDIS3L2) are required for the inheritance of RNAi.

**Conclusions:**

This work identified a rRNA surveillance machinery of rRNAs that couples terminal polyuridylation and degradation.

## Background

RNAs are extensively modified: 5′ termini are often capped, internal positions are altered on both ribose rings and bases, and 3′ termini receive untemplated nucleotides, which are referred to as tails. In eukaryotes, tails occur on most classes of RNAs, and they control RNA processing, stability, transport, and function. Terminal modification is critical in biology. For example, uridylation is implicated in tumorigenesis, proliferation, stem cell maintenance, and immune defense against viruses and retrotransposons [1–6]. The *C. elegans* genome encodes three polyuridylation polymerases (PUPs): *cde-1*/*pup-1*/*cid-1*, *pup-2*, and *pup-3* [7]. These PUPs may have distinct roles in different cellular contexts. *cde-1* is involved in the inheritance of RNAi, chromosome segregation, and antiviral defense [4, 8, 9]. CDE-1 functions with the RNA-dependent RNA polymerase (RdRP) EGO-1 and the Argonaute CSR-1 in the germline to affect chromosome segregation [10]. PUP-2/3 are the homologs of TUT4/7 (terminal uridylyl transferases 4/7) in mammals. PUP-2 targets the microRNA *let-7* and regulates the stability of LIN-28 [11]. The balance of CDE-1, PUP-2, and PUP-3 activities appears to ensure proper germline development in *C. elegans* [12].

Ribosome biogenesis is a very sophisticated multistep process, in which mistakes can occur at any step. Cells must carefully surveil the steps of the pre-rRNA processing and the assembly of ribosomal subunits. Misprocessed rRNAs are usually surveyed and degraded by multiple supervision machineries, including the exosome complex and the Trf4/Air2/Mtr4p polyadenylation (TRAMP) complex [13–15]. Aberrant RNAs are degraded by exosomes in a 3′-5′ exonucleolytic decay manner [16–18]. The exosome-independent exoribonuclease DIS3L2 plays a pivotal role in the 3′-5′ degradation of oligouridylated RNA fragments [19–23].

In addition to guiding erroneous rRNA degradation, antisense ribosomal siRNAs (risiRNAs) silence pre-rRNAs through the nuclear RNAi pathway to suppress the accumulation of erroneous rRNAs in *C. elegans* [20, 24–26]. Erroneous rRNAs are usually oligouridylated at the 3′-ends and then degraded by the exoribonuclease SUSI-1(ceDis3L2). However, it is unclear which terminal uridyltransferase performs the untemplated addition of the 3′-end uracil. Identifying which PUP is involved in the 3′-uridylation of erroneous rRNAs and how it is involved will further our understanding of the quality control mechanism of cellular nucleic acids.

Here, we found that CDE-1 is specifically involved in suppressing risiRNA production. CDE-1 localizes to perinuclear granules in the germline and uridylates both Argonaute-associated 22G-RNAs, 26S, and 5.8S rRNAs at the 3′-ends. Interestingly, we found that CDE-1 interacts with SUSI-1(ceDIS3L2). Both CDE-1 and SUSI-1(ceDIS3L2) are required for the inheritance of RNAi. Therefore, our findings are consistent with the model that CDE-1 suppresses generation of risiRNAs by uridylating rRNA and recruiting SUSI-1(ceDIS3L2) to the rRNA.

## Results

### Depletion of CDE-1 promotes risiRNA production

There are three RNA terminal uridylyltransferase genes, *cde-1*, *pup-2*, and *pup-3*, which are involved in RNA 3′-end uridylation in *C. elegans.* We previously showed that risiRNA was enriched in WAGO-4-bound siRNAs in *cde-1* mutants [8]. To further study the specificity and function of *cde-1* in risiRNA production, we used the *GFP::NRDE-3* transgene as a reporter. NRDE-3 is an Argonaute protein that transports siRNAs from the cytoplasm to the nucleus [27]. NRDE-3 localizes to the nucleus when it binds to siRNAs, but it accumulates in the cytoplasm when not bound to siRNA ligands. Disruption of the generation of endogenous siRNAs, for example, loss of function of *eri-1* mutant results in relocalization of NRDE-3 from the nucleus to the cytoplasm. We crossed *eri-1(mg366);GFP::NRDE-3* onto the *pup* mutant lines and found that the depletion of *cde-1*, but not *pup-2* or *pup-3*, was able to redistribute NRDE-3 from the cytoplasm to the nucleus (Fig. 1a). We generated a single copy transgene *CDE-1::mCherry* by Mos1-mediated single-copy insertion (MosSCI) technology. This transgene was able to rescue the *cde-1(tm936)* defects and redistribute NRDE-3 from the nucleus to the cytoplasm (Additional file 1: Fig. S1 A). To exclude the possibility that PUP-2 and PUP-3 act redundantly to suppress siRNA generation, we generated *pup-2;pup-3* double mutants. In the double mutants, NRDE-3 still accumulated in the cytoplasm (Additional file 1: Fig. S1 B). These data suggest that NRDE-3 was bound to newly generated siRNAs in *cde-1* mutants.

**Fig. 1:**
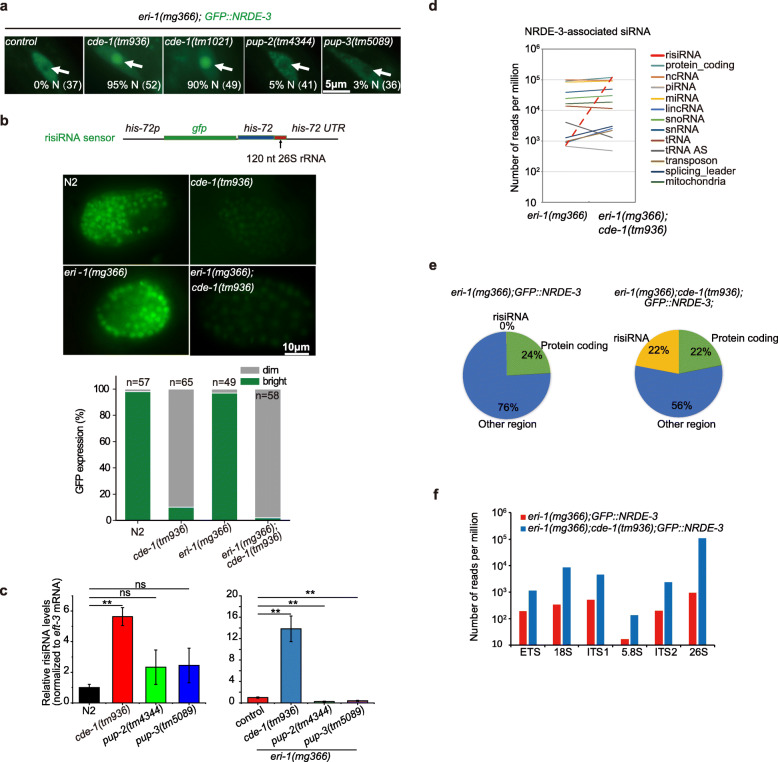
Antisense ribosomal siRNA (risiRNA) accumulats in *cde-1* mutant. **a** NRDE-3 localized to the nucleus in *eri-1(mg366);cde-1(tm936);GFP::NRDE-3* animals. Images show representative seam cells of the indicated animals. The percentage of animals with nuclear-enriched NRDE-3 in seam cells is indicated (% N). The number of scored animals is indicated in parentheses. White arrows, nucleus. **b** The risiRNA sensor was silenced in the *cde-1* mutant. (Top) Schematic representation of the risiRNA sensor. (Middle) Images of *C. elegans* embryos with the indicated genotypes expressing the risiRNA sensor at the ~ 300-cell stage. The levels of GFP expression were scored for each genotype in the bottom panel. **c** qRT-PCR analysis of risiRNA levels in indicated animals at the L3 stage. Data are presented as the mean ± SD (*n* = 3, biological replicates). ns, not significant. **P < 0.01 (two-tailed Student’s *t* test). **d**, **e** Deep sequencing of NRDE-3-associated siRNAs in indicated animals. The red dashed line indicates risiRNAs. **f** The number of risiRNAs targeting the each region of pre-rRNA transcription unit were analyzed

To test whether the NRDE-3-bound siRNAs in *cde-1* mutants contain risiRNA sequences, we used a risiRNA sensor expressing a *his-72p::gfp::his-72* reporter fused to the 26S rRNA sequence (Fig. 1b). The sensor was expressed in wild-type N2 and *eri-1(mg366)* animals but silenced in *cde-1(tm936)* mutants. Furthermore, we quantified the amount of risiRNA by quantitative real-time PCR analysis and found that risiRNAs were increased in *cde-1* mutants, but not in *pup-2* or *pup-3* mutants (Fig. 1c).

Last, we immunoprecipitated NRDE-3 and deep sequenced its associated small RNAs in *eri-1(mg366);GFP::NRDE-3* and *eri-1(mg366);cde-1(tm936);GFP::NRDE-3* animals in a 5′-phosphate-independent manner. 

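Small RNAs precipitated with GFP-tagged NRDE-3 were sequenced in 1 library of *eri-1(mg366);GFP::NRDE-3* animals, the control, and 1 library of *eri-1;cde-1* animals expressing GFP::NRDE-3. With 1 library per genotype, neither this comparison nor the other small RNA comparisons has a replicate check, and no p-value is given. The sample labels give the stage of both libraries as L3. The methods describe RNA immunoprecipitation from embryos, but name synchronized worms for the sequencing of Argonaute-associated RNAs, which the label does not contradict. The paper names no stage for these libraries, so the label is the only direct statement and was not checked further. By that label, they differ from the NRDE-3 libraries of embryos described below in stage as well as in *eri-1*. The authors mapped reads of 18 to 30 nt to the WS243 transcripts with Bowtie2 at default parameters. They deposited the number of reads counted on either strand of each transcript, without normalization. In total, 8470607 reads were counted in the control and 9919222 in the double mutant. Sense rRNA reads made up 38.9% of the reads in the control and 43.6% in the double mutant. They were subtracted from the total before normalization, as in the methods, although the total used here was reads counted on transcripts and not reads mapped to the genome. *cde-1* itself (listed as cid-1, chromosome III of WBcel235 from 5173922 to 5180507) had 104 sense reads per 1000000 reads (RPM) in the control and 22.2 RPM in the double mutant.
risiRNAs were counted as reads antisense to the 24 features listed as rRNA. For 7 of these features, most reads in every library lay in the opposite column (from 73.1% to 100%, against at most 14.8% for the other 17 features), and their columns were exchanged. Of the 7, F31C3.13, F31C3.14, F31C3.15 and F31C3.16 are annotated on the minus strand of chromosome I. F31C3.13 and F31C3.15 lie opposite to 18S rRNA genes and F31C3.14 opposite to the 26S rRNA gene. F31C3.16 (15060861 to 15061159) overlaps no listed rRNA gene. It was counted as 26S because it overlaps the place of a 26S copy 7197 nt upstream of the listed one (15057641 to 15061149), which is inferred from the distance between the 2 18S copies. The other 3 are 5S rRNA copies (rrn-4.2, rrn-4.3 and rrn-4.4) that are annotated on the same strand as the remaining 13 copies. The exchange was decided after the counts, and the ratios without it, had been seen. Reads shared by overlapping or repeated rRNA features cannot be assigned to one copy.

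**Figure D1:**
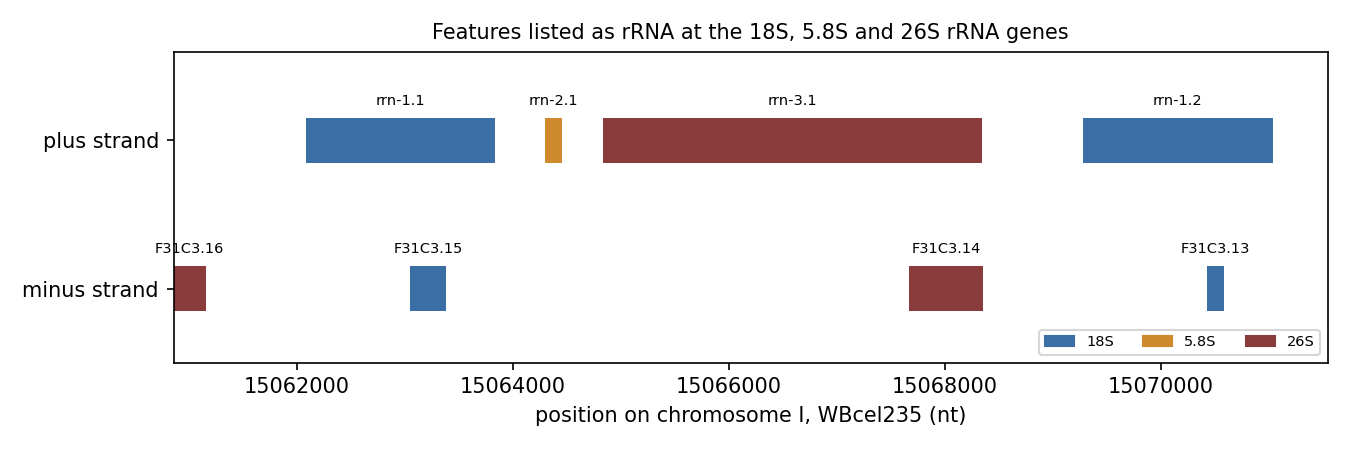
Features listed as rRNA at the 18S, 5.8S and 26S rRNA genes on chromosome I of WBcel235. Bars show each feature from start to end (in nt), by annotated strand; 3 of the 4 features on the minus strand lie opposite to a listed 18S or 26S rRNA gene, and F31C3.16 does not.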

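In the control, 3769 of 5176053 reads were risiRNA reads, which is 728 RPM (95% Wilson interval from 705 to 752). In *eri-1;cde-1* animals expressing GFP::NRDE-3, 668890 of 5597994 reads were risiRNA reads, which is 119487 RPM (interval from 119219 to 119756). As shares, these are 0.0728% and 11.9%. The ratio of the 2 shares was 164, with a 95% interval from 159 to 169. Sense reads on protein-coding genes were 62.5% of the reads left for normalization in the control and 45.7% in the double mutant. They were 12.6% and 5.85% in the control and mutant NRDE-3 libraries of embryos described below, and 63.5% in total small RNA of N2. The ratio may thus not compare bound siRNAs alone. With these sense reads also removed from the total, an alternative chosen after seeing the data, it was 113. PCR reads without molecular identifiers are not independent molecules, so intervals and read floors cover counting error only. The alternative that moved this ratio most was to leave the columns of all rRNA features as deposited, which gave 2.04. With the 4 exchanged features on the minus strand left out the ratio was 144, and with all 7 exchanged features left out 147.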

Notably, the proportion of NRDE-3-bound risiRNAs increased approximately 164-fold in *eri-1(mg366);cde-1(tm936);GFP::NRDE-3* animals compared to the values observed in control animals (Fig. 1d, e). The abundance of risiRNAs targeting each rRNA region increased in *cde-1(tm936)* animals (Fig. 1f).

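The 18S rRNA gene rrn-1.1 lies on chromosome I of WBcel235 from 15062083 to 15063836, the 5.8S gene rrn-2.1 from 15064301 to 15064453, and the 26S gene rrn-3.1 from 15064838 to 15068346. risiRNAs antisense to 18S rRNA rose from 126 to 8609 RPM, a ratio of 68.6 (95% interval from 63.5 to 74.1). risiRNAs antisense to 5.8S rRNA were rarer, with 21 reads in the control and 679 in the double mutant, and the ratio was 29.9 (19.4 to 46.2). For 26S rRNA, the level rose from 563 to 110503 RPM, a ratio of 196 (189 to 204), or 190 without F31C3.16. The share of risiRNAs that were antisense to 26S rRNA was 77.3% in the control and 92.5% in the double mutant. 5S risiRNAs rose from 35.7 to 253 RPM, a ratio of 7.09 (6.08 to 8.27). The transcribed spacers of pre-rRNA were not analysed here. The paper counts this increase among the results from which it proposes that *cde-1* acts as a suppressor of siRNA gene.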

To search for the genetic requirements of risiRNA production in the *cde-1* mutants, we crossed *rrf-1*, *rrf-2*, and *rrf-3* lines onto the *eri-1(mg366);cde-1(tm936);GFP::NRDE-3* animals. RRF-1, RRF-2, and RRF-3 are RNA-dependent RNA polymerases that are important for the generation of 22G-RNAs in *C. elegans.* Consistent with previous results, the depletion of *rrf-1* and *rrf-2* together resulted in NRDE-3 being redistributed from the nucleus to the cytoplasm (Additional file 1: Fig. S1 C). In addition, the depletion of *rrf-1* and *rrf-2* together partially restored the fecundity of *eri-1;cde-1* animals (Additional file 1: Fig. S1 D).

Base on the above results, we conclude that *cde-1* likely acts as a suppressor of siRNA (*susi)* gene and suppresses the generation of risiRNAs.

### CDE-1 uridylates risiRNA

We first compared the small RNA expression profiles between wild-type and *cde-1* mutant animals. Small RNAs were isolated from young adult animals. 

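The comparison had 1 library of N2 animals and 1 of *cde-1(tm936)* animals, with 9438977 and 9104576 counted reads. The reads were mapped, counted and normalized as for the NRDE-3 libraries above. Sense rRNA reads were 32.2% of the reads in N2 and 38.8% in the mutant. *cde-1* had 98.2 RPM of sense reads in N2 and 17.0 RPM in the mutant, and 23.3 and 28.2 RPM of antisense reads. The category of each transcript was taken from the deposited counts. Reads on protein-coding genes were counted on the antisense strand, reads on tRNA genes on each strand separately, and all other categories on both strands. This division was read from the paper's figures after the counts had been seen. Single protein-coding genes were compared by their antisense reads, after adding 1 read to each library, where at least 50 reads were counted in either library.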

Although the depletion of *cde-1* did not noticeably change the expression profile of different small RNA categories, risiRNAs were enriched 4.7 fold in *cde-1* mutant animals vs wild-type animals (Fig. 2a). 

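risiRNAs were 38.4 RPM in N2 (246 reads, 95% interval from 33.9 to 43.5) and 204 in *cde-1(tm936)* (1137 reads, 193 to 216). The ratio was 5.31, with an interval from 4.63 to 6.09. Of the 12 other categories, 0 changed by 2-fold or more. The lowest ratio was 0.595, for transposons, and the highest was 1.93, for antisense reads on tRNA genes, which had 98 and 165 reads. Antisense reads on protein-coding genes had a ratio of 1.24, miRNAs 1.05 and piRNAs 1.40. Among 3716 protein-coding genes, 849 were at least 2-fold higher in the mutant and 258 at least 2-fold lower. The balance of these counts changed with the scaling: 76.7% of the changed genes were higher, against 35.3% when the libraries were scaled by edgeR's TMM method. Separated by strand, antisense reads on snRNA genes rose from 85 to 1350 reads and those on splice leader genes from 600 to 2213 reads, while sense reads on the same genes had ratios of 1.13 and 0.971.

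**Figure D2:**
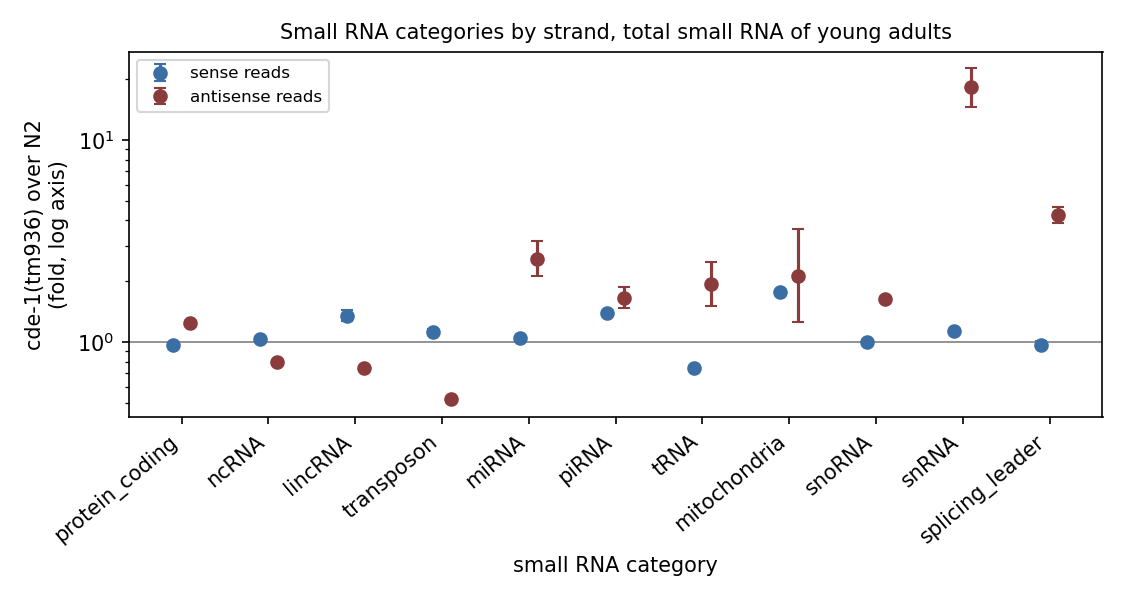
Ratio of RPM in *cde-1(tm936)* over N2 for each small RNA category (log axis), for sense and antisense reads, with 95% intervals of the counting error. Sense reads lie between 0.741 (tRNA) and 1.76 (mitochondria), and antisense reads between 0.522 (transposon) and 18.2 (snRNA).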

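The NRDE-3-associated small RNAs of embryos were sequenced in 1 library of *GFP::NRDE-3* animals, the control, and 1 library of *cde-1(tm936);GFP::NRDE-3* animals. In total, 8989571 reads were counted in the control and 7765240 in the mutant. Sense rRNA reads were 66.1% of the control library and 25.9% of the mutant library, so the reads left for normalization numbered 3043513 and 5752893. *cde-1* had 35 sense reads in the control and 2 in the mutant, which is below the floor of 3 reads. Mapping, counting and the exchange of strand columns were as for the *eri-1(mg366)* libraries.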

We then immunoprecipitated GFP::NRDE-3 and deep sequenced the associated siRNAs. NRDE-3-bound risiRNAs were enriched 17 fold in *cde-1* mutant animals, compared to what was observed in control animals (Fig. 2b).

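risiRNAs were 768 RPM in the control (2336 reads, interval from 737 to 799) and 13018 in *cde-1(tm936);GFP::NRDE-3* animals (74891 reads, 12926 to 13111). The ratio was 17.0, with an interval from 16.3 to 17.7. It fell below 1, to 0.284, when the strand columns of all rRNA features were left as deposited, and was 14.2 with the 7 exchanged features left out. With all counted reads as the denominator it was 37.1. By rRNA, the ratio was 18.9 for 26S (18.0 to 19.8), 13.0 for 18S (11.8 to 14.4) and 7.08 for 5.8S, which had 8 reads in the control. A change of 5S risiRNAs was not detectable with this denominator (ratio 0.999, interval from 0.797 to 1.25), but with all counted reads the ratio was 2.19. Antisense reads on protein-coding genes had a ratio of 0.972, and of 2.13 with all counted reads as the denominator. Of 1582 protein-coding genes, 428 were at least 2-fold higher in the mutant and 341 at least 2-fold lower. This balance reversed with 10 added reads (256 higher and 340 lower) and with genes of at least 10 reads (1154 and 1400). The same number of reads was added to both libraries, though more reads were left for normalization in the mutant. This moves genes with few reads toward lower in the mutant, so these reversals may follow from depth and do not test the balance.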

**Fig. 2:**
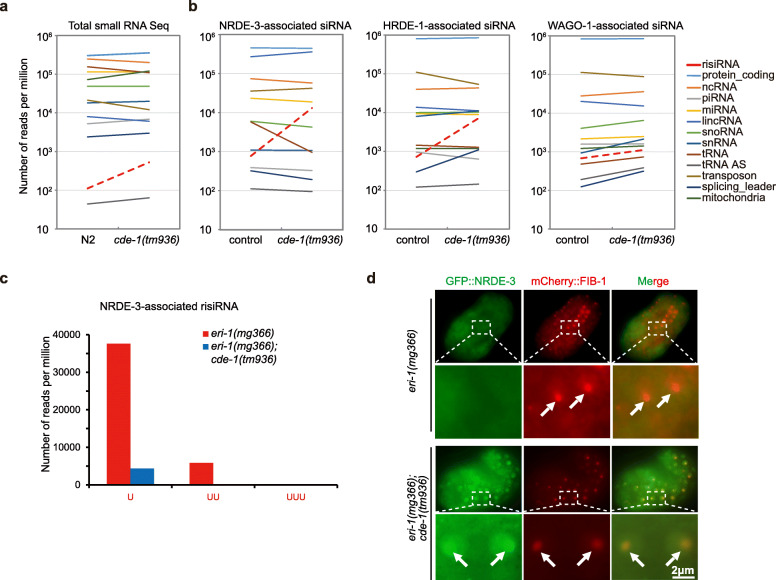
CDE-1 uridylates risiRNA. **a** Deep sequencing of total small RNAs of N2 and *cde-1* mutant. The red dashed line indicates risiRNAs. **b** Deep sequencing of Argonaute-associated siRNAs in the indicated animals. **c** Number of uridylated NRDE-3-associated risiRNAs in the indicated animals. **d** risiRNA elicited nucleolar accumulation of NRDE-3 in *cde-1* mutants. Images of *C. elegans* embryos of the indicated genotypes. White arrows, nucleolus

To test whether risiRNAs bind to Argonaute proteins in addition to NRDE-3, we analyzed HRDE-1 and WAGO-1-bound small RNAs in the young adult animals. HRDE-1 and WAGO-1 were immunoprecipitated from the control animals and the *cde-1(tm936)* mutant animals. Small RNAs were isolated and deep sequenced in the 5′-phosphate-independent method. 

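For each Argonaute protein there was 1 control library, *GFP::HRDE-1* or *GFP::WAGO-1*, and 1 library of the same strain with *cde-1(tm936)*. The HRDE-1 libraries held 5200610 counted reads in the control and 8438137 in the mutant, and the WAGO-1 libraries 6370336 and 7647350. Sense rRNA reads were 18.8% and 19.4% of the HRDE-1 libraries and 10.2% and 10.9% of the WAGO-1 libraries. Sense reads on *cde-1* fell from 80.3 to 24.5 RPM in the HRDE-1 libraries and from 43.5 to 12.0 in the WAGO-1 libraries. The deposited counts were treated as for NRDE-3.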

In *cde-1* mutants, the amount of risiRNAs bound to HRDE-1 and WAGO-1 increased 9.9- and 1.6-fold, respectively, compared to those bound in wild-type animals (Fig. 2b). 

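HRDE-1-bound risiRNAs rose from 555 RPM (2342 reads, interval from 533 to 578) to 5538 (37669 reads, 5482 to 5594). The ratio was 9.98, with an interval from 9.58 to 10.4. WAGO-1-bound risiRNAs rose from 563 RPM (3221 reads, 544 to 583) to 940 (6406 reads, 918 to 964), a ratio of 1.67 (1.60 to 1.74). For 26S rRNA the ratio was 13.4 in the HRDE-1 IP and 1.99 in the WAGO-1 IP (13.3 and 1.75 without F31C3.16). 5S risiRNAs rose in the HRDE-1 IP, with a ratio of 1.61 (1.46 to 1.78), and fell in the WAGO-1 IP, with a ratio of 0.420 (0.365 to 0.483). Antisense reads on protein-coding genes had ratios of 1.07 and 1.04. In the HRDE-1 IP, 1944 of 7009 protein-coding genes were at least 2-fold higher in the mutant and 841 at least 2-fold lower, a balance that reversed without a filter on reads (2895 and 4027). In the WAGO-1 IP, 796 of 5145 were higher and 842 lower. Median-of-ratios scaling gave 1071 higher and 647 lower there, and no filter 2166 higher and 4061 lower. In both IPs the mutant library had more reads for normalization, so the read added to each gene moves genes with few reads toward lower. The values without a filter therefore do not test the balance. The paper made these libraries to test whether risiRNAs bind Argonaute proteins besides NRDE-3, and states an increase for both.

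**Figure D3:**
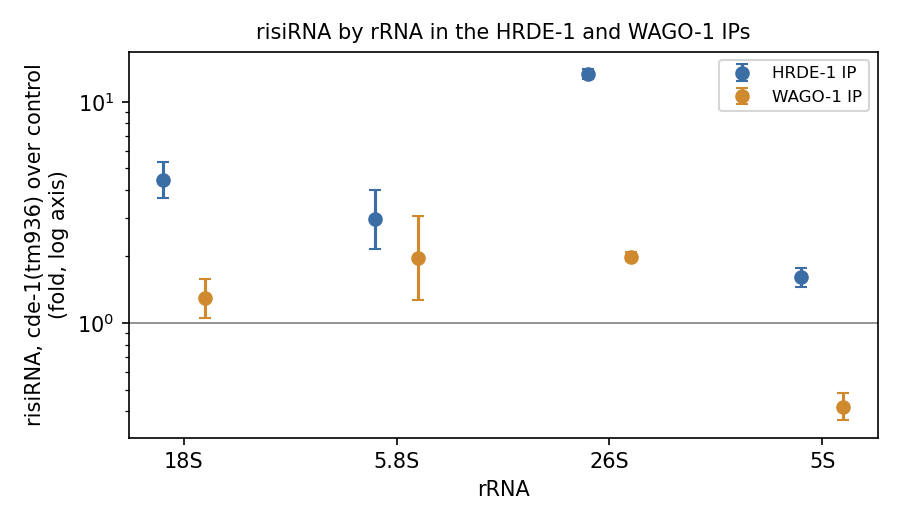
Ratio of risiRNA RPM in *cde-1(tm936)* over control for each rRNA (log axis), in the HRDE-1 and WAGO-1 IPs, with 95% intervals of the counting error. The highest ratio is 13.4 (26S, HRDE-1) and the lowest 0.420 (5S, WAGO-1).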

The NRDE-3-, HRDE-1-, and WAGO-1-bound small RNAs still exhibited the characteristics of 22G-RNAs, which is 22 nt in length and starts with 5′ guanidine in the mutants (Additional file 2: Fig. S2). A similar increase in risiRNA was observed in WAGO-4-bound risiRNAs in *cde-1* mutants [8]. CDE-1 adds untemplated uracil to the 3′-ends of CSR-1- and WAGO-4-bound siRNAs. We analyzed the NRDE-3-bound risiRNAs and found that there was a loss of the added untemplated uracil in *cde-1* mutants (Fig. 2c).

Small RNAs associate with NRDE-3 and guide NRDE-3 to the target nuclear nucleic acids. In the presence of risiRNA, NRDE-3 accumulated in the nucleoli of *cde-1* mutants (Fig. 2d). FIB-1 in *C. elegans* is encoded by an ortholog of the genes encoding human fibrillarin and *Saccharomyces cerevisiae* Nop1p [28, 29]. FIB-1 localizes to the nucleolus in embryos. This result suggested that NRDE-3 translocated to the nucleoli and risiRNAs may thereby silence rRNAs in the nucleoli due to double depletions of *cde-1* and *eri-1*.

### CDE-1 interacts with SUSI-1(ceDIS3L2) in the germline

To further understand the function of CDE-1, we constructed a GFP::3*×*FLAG tagged *cde-1p::CDE-1::GFP::3×FLAG* transgene (abbreviated as *CDE-1::GFP*) using the MosSCI technology. CDE-1 was expressed in the germline cells at all developmental stages (Additional file 3: Fig. S3 A). CDE-1 localized in the cytoplasm and accumulated in the perinuclear region exhibiting distinct foci in the germline of adult animals. We crossed the *CDE-1::GFP* strain with the P-granule marker strain *mRuby::PGL-1* and found that CDE-1 largely colocalized with the P-granule marker PGL-1 (Fig. 3a).

**Fig. 3:**
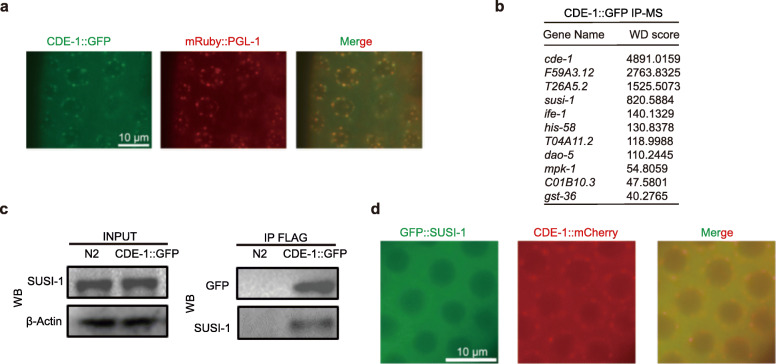
CDE-1 interacts with SUSI-1(ceDIS3L2) in the germline. **a** CDE-1 largely colocalized with the P-granule marker PGL-1. Images show the germline cells of young adult animals. **b** A summary of the top ten putative interacting proteins identified by CDE-1 immunoprecipitation followed by mass spectrometry. WD score: A scoring metrix for identifying high-confidence candidate interacting proteins (HCIPs) http://besra.hms.harvard.edu/ipmsmsdbs/cgi-bin/tutorial.cgi. **c** The protein-protein interaction of CDE-1 and SUSI-1(ceDIS3L2) was assayed by coimmunoprecipitation followed by western blotting with the indicated antibodies. **d** SUSI-1(ceDIS3L2) accumulated in the cytoplasm. Images of CDE-1 and SUSI-1 expression in the germline cells at young adult stage

We further searched for proteins that interact with CDE-1. We used coimmunoprecipitation followed by mass spectrometry (IP-MS) to identify proteins that potentially interact with CDE-1. Strikingly, we identified SUSI-1(ceDis3L2) (Fig. 3B; Additional file 3: Fig. S3 B). SUSI-1(ceDIS3L2) is a 3′ to 5′ exoribonuclease that degrades oligouridylated RNAs. In *susi-1* mutants, both risiRNAs and oligouridylated rRNAs accumulated [20]. To confirm the protein-protein interaction between CDE-1 and SUSI-1(ceDIS3L2), we generated an antibody targeting SUSI-1(ceDIS3L2). CDE-1::GFP was immunoprecipitated by anti-FLAG antibody. Western blotting of the pelleted proteins with SUSI-1(ceDIS3L2) antiserum confirmed the protein-protein interaction between CDE-1 and SUSI-1(ceDIS3L2) in vivo (Fig. 3c). We then generated single-copy *3×FLAG::GFP::SUSI-1* and *CDE-1::mCherry* transgenes and found that SUSI-1(ceDIS3L2) accumulated in the cytoplasm of the germline cells (Fig. 3d).

Therefore, we conclude that CDE-1 and SUSI-1(ceDIS3L2) likely function as a protein complex to suppress risiRNAs production.

### CDE-1 is involved in uridylation of rRNA

Previously, we showed that SUSI-1(ceDIS3L2) degrades oligouridylated rRNAs and suppresses the production of risiRNA [20]. To examine whether CDE-1 uridylates rRNAs, a 3′ tail-seq method was used to detect the oligouridylation of rRNA at the 3′-tail in the indicated genotypes (Fig. 4a). Total RNA was isolated from L3-staged control and indicated animals, and then libraries were prepared by PCR amplification with a corresponding rRNA primer and a primer targeting the linker, which were followed by high-throughput sequencing (Fig. 4a).

**Fig. 4:**
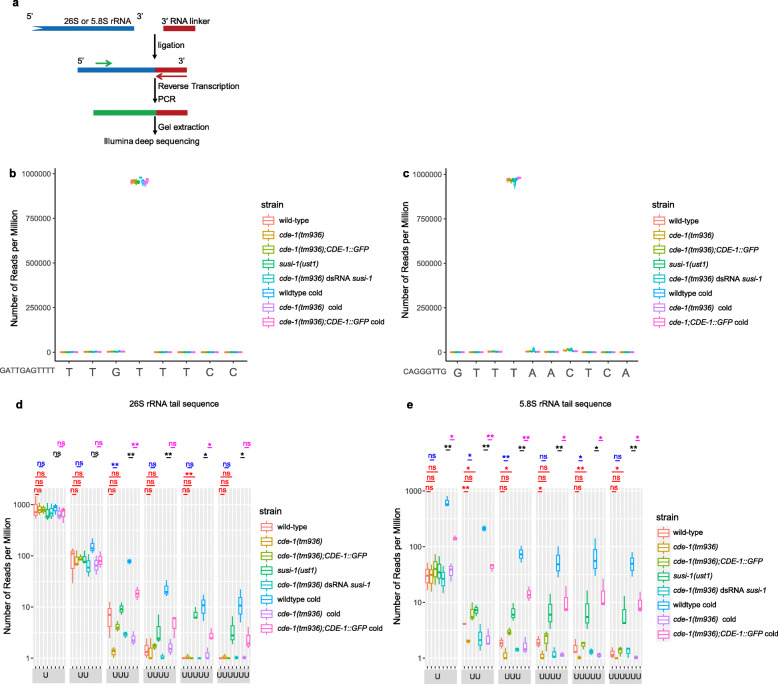
CDE-1 is involved in the 3′-end uridylation of 26S and 5.8S rRNAs. **a** A schematic of the rRNA tail-seq method. **b**, **d** Tail-seq data of 26S rRNAs from indicated animals at L3 stage. **c**, **e** Tail-seq data of 5.8S rRNAs from indicated animals at L3 stage. The numbers of reads with untemplated oligouridylation at the 3′-ends are indicated. Data are presented as the mean ± SD (*n* = 3, biological replicates). ns, not significant. *P < 0.05, **P < 0.01 (two-tailed Student’s *t* test)

The 3′-end of 26S rRNA was extensively modified by all four nucleotides compared to the annotated rRNA sequence [20]. We tried to detect the 3′-ends of 26S and 5.8S rRNA. We found that both 26S rRNA (Fig. 4b) and 5.8S rRNA (Fig. 4c) are well processed at the 3′-tails as the 3′-end nucleic acid of most RNAs is the same. Although we did not detect a dramatic change in the nontemplated addition of a single nucleotide, we observed a modest depletion of oligouridylation at the 3′-tail of 26S rRNA, comparing *cde-1(tm936)* to wild-type N2 animals at 20 °C. The depletion of oligouridylation of 26 rRNA can be rescued by a introduction of the *CDE-1::GFP* transgene (Fig. 4d). Previously, we have noticed that risiRNA was enriched in cold-shocked worms [20]. Here, we discovered a significant increase of oligouridylation at the 3′-tail of 26S rRNA, comparing wild-type N2 animals at 20 °C to cold-shocked N2 worms at 4 °C for 12 h. Meanwhile, *cde-1* mutation blocked the increase triggered by the cold shock treatment (Fig. 4d). We also noticed a significant increase of oligouridylation at the 3′-tail of 26S rRNA, comparing *susi-1(ust1)* to wild-type N2 animals at 20 °C (Fig. 4d). Furthermore, to uncover how CDE-1 and SUSI-1(ceDIS3L2) affect oligouridylation at the 3′-end of rRNA simultaneously, we knocked down *susi-1* in *cde-1(tm936)* mutants, as these two genes are too close on the genome to be genetically manipulated. We detected a significant decrease of *susi-1* mRNA level (Additional file 4: Fig. S4). However, there is no change of the oligouridylation at the 3′-tail of 26S rRNA, comparing to the untreated *cde-1(tm936)* worms.

As for 5.8S rRNA, we detected a dramatic change in the nontemplated addition of a single U nucleotide, which was accompanied by a significant increase of oligouridylation at the 3′-tail, comparing wild-type N2 animals at 20 °C to cold-shocked N2 worms at 4 °C. In the same way, depletion of *cde-1* blocked the increase of mono- or oligo-uridylation triggered by cold shock. Similarly, the change tendency of uridylation at the 3′-tail of 5.8S rRNA in the indicated genotype or under cold shock treatment is consistent with that of 26S rRNA (Fig. 4e).

Notably, it is obvious that CDE-1 prefers to add 3–6 Us to 3′-end of 26S rRNA and add 1–6 U(s) to 3′-tail of 5.8S rRNA, which may lead to degradation by SUSI-1(ceDIS3L2). This result indicates that SUSI-1(ceDIS3L2) may recognize, bind and process shorter oligoU uridylated rRNA, which is not consistent with the substrate preference (10–14 uridines or greater) of mouse Dis3l2 in the Lin28-let-7 pathway [22, 30].

Taken together, these data suggest that cold shock leads to uridylation at the 3′-tail of rRNA, and CDE-1 is involved in uridylating 26S and 5.8S rRNAs.

### SUSI-1(ceDIS3L2) is required for the inheritance of RNAi

It was previously shown that CDE-1 is required for the inheritance of RNAi by uridylating WAGO-4-associated siRNAs [8, 31]. Since CDE-1 interacts with SUSI-1(ceDIS3L2), we then asked whether *susi-1* was also required for the inheritance of RNAi. We used a germline-expressed *mex-5p::GFP::H2B* (abbreviated as *GFP::H2B*) transgene as a reporter, which can inherit RNAi-induced gene silencing for multiple generations. Both *hrde-1* and *cde-1* were not required for exogenous *gfp* dsRNA to silence the *GFP::H2B* transgene in the parental generation, but they were essential for silencing in the F1 to F3 generations (Fig. 5). Similarly, *susi-1(ceDis3L2)* was not required for exogenous *gfp* dsRNA to silence the *GFP::H2B* transgene in the P0 generation but was necessary for silencing in F1 to F3 progeny. We conclude that *susi-1(ceDis3L2)* is required for the inheritance of RNAi.

**Fig. 5:**
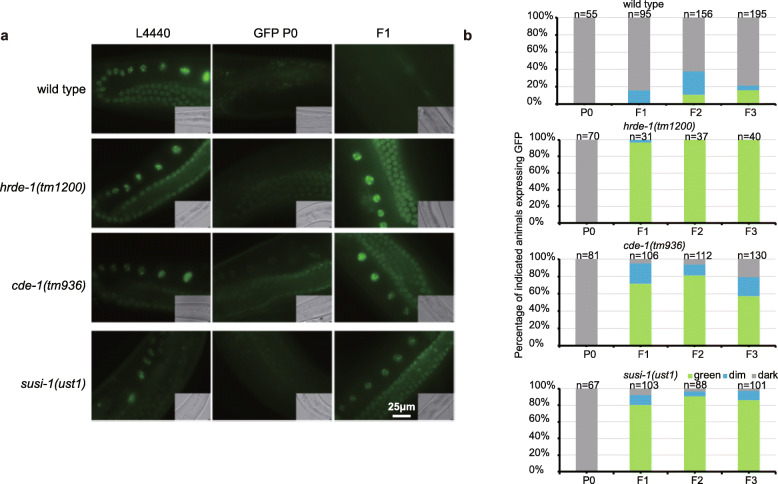
Both CDE-1 and SUSI-1(ceDIS3L2) are required for the inheritance of RNAi. **a** *mex-5p::GFP::H2B* transgenic animals were exposed to bacteria expressing *gfp* dsRNA. F1 embryos were isolated and grown on control bacteria in the absence of further *gfp* dsRNA treatment. GFP expression in the indicated animals was imaged in the germline and oocytes. **b** The percentage of P0 to F3 animals expressing GFP was counted

## Discussion

Misprocessed rRNAs are usually detected and degraded by surveillance machinery during ribosome biogenesis [13, 14, 23, 32]. Previously, our lab identified a class of risiRNAs that downregulate pre-rRNAs through the nuclear RNAi pathway to suppress the accumulation of erroneous rRNAs. We identified a number of broadly conserved genes that are involved in rRNA processing and maturation. The depletion of these genes leads to an increase in risiRNAs. Thereafter, these genes are named suppressor of siRNA (*susi*) [20, 24]. Among them, SUSI-1(ceDIS3L2) plays a vital role in the 3′-5′ degradation of oligouridylated rRNA fragments [20]. In this work, we further found that CDE-1 uridylates the 3′-end of 26S and 5.8S rRNAs and may recruit SUSI-1(ceDIS3L2) through protein-protein interactions. Therefore, we conclude that *cde-1* is a new *susi* gene and suppresses the generation of risiRNAs.

Uridylation of the 3′-end of RNAs plays important functions in determining the fate of RNA [33, 34]. For example, uridylation is an intrinsic step in the maturation of noncoding RNAs, including the U6 spliceosomal RNA or mitochondrial guide RNAs in trypanosomes [35]. Uridylation can also switch specific miRNA precursors from a degradative to a processing mode. This switch depends on the number of uracils added and is regulated by the cellular context [36, 37]. However, the typical consequence of uridylation is accelerating the RNA degradation [21, 38]. In this work, we showed that CDE-1 can uridylate 26S and 5.8S rRNAs and recruit the 3′-5′ exoribonuclease SUSI-1(ceDIS3L2), which may further promote the degradation of oligouridylated rRNAs. In the absence of either CDE-1 or SUSI-1(ceDIS3L2), erroneous rRNAs will accumulate in cells, which thereafter recruit the RNA-dependent RNA polymerases, including RRF-1 and RRF-2, to initiate risiRNA production (Fig. 6). risiRNAs then bind to both nuclear and cytoplasmic Argonaute proteins and silence rRNAs through both nuclear and cytoplasmic RNAi machinery. Therefore, risiRNA and the RNAi machinery, together with exoribonucleases, act to avoid the accumulation of potentially harmful or unnecessary erroneous rRNA transcripts [14, 15, 17, 18, 32, 39, 40]. 3′-end modifications play important roles in regulating the stability of siRNAs via distinct mechanisms as well. For example, methylation of the 3′-end inhibits uridylation and correlates with increased steady state levels of small RNAs [41, 42]. In contrary, 3′ terminal uridylation may promote the degradation of siRNA [9, 43]. CDE-1 uridylates endogenous siRNAs and modulates their binding affinity to CSR-1 and WAGO-4 [8, 9]. PUP-2 has been reported to target *let-7* miRNA [11, 37]. Although PUP-3 has been validated as uridyl transferase, its targets are still unclear. Here, we found that CDE-1, but not PUP-2 or PUP-3, are engaged in suppressing risiRNA production. How these PUPs recognize their specific targets is still an enigma.

**Fig. 6:**
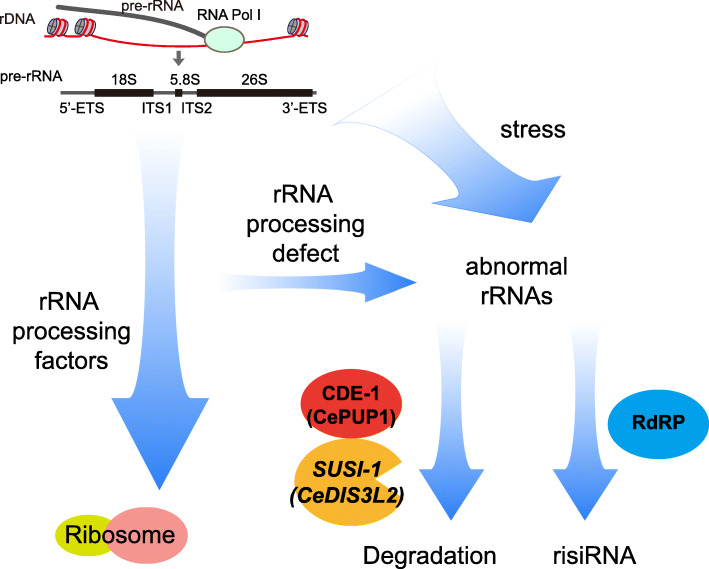
A working model of risiRNA biogenesis in *C. elegans*. The erroneous cellular rRNAs are scrutinized and suppressed through a number of mechanisms. Erroneous rRNAs are uridylated by CDE-1 and degraded by exoribonucleases such as SUSI-1(ceDis3L2). The disruption of CDE-1 or SUSI-1(ceDis3L2) results in the accumulation of erroneous rRNAs that thereafter recruit RdRPs to synthesize risiRNA. A risiRNA-mediated feedback loop silences rRNA expression through RNAi machinery and compensates for the disruption of the degradation of erroneous rRNA transcripts

Additional questions remain as to how and why erroneous rRNAs could be recognized by CDE-1. Our previous work found that either the modification errors or processing errors of rRNAs trigger the generation of risiRNAs [24]. How these different kinds of errors are sensed and scrutinized is still unknown. Deciphering the intricate interaction network of CDE-1 or other TUTases is key to fully understanding the effect of RNA uridylation. In addition, CDE-1 was previously reported required for RNAi inheritance [8, 31]. The underlying mechanism remains unclear. Our previous data suggested that CDE-1 may mediate RNAi inheritance by regulating the binding of 22GRNAs to WAGO-4 [8]. Here, we found that CDE-1 interacted with SUSI-1(ceDIS3L2), another protein required for the inheritance of RNAi. Further elucidating the function of SUSI-1(ceDIS3L2) and CDE-1 will shed light on the mechanism of RNAi inheritance.

## Conclusions

RNA uridylation is a potent and widespread posttranscriptional regulator of gene expression. The untemplated terminal polyuridylation has a decisive impact on RNA’s fate. In this article, we further decipher the molecular mechanism of risiRNA generation in *C. elegans*. We provide genetic, cell biological, and biochemical evidence documenting the function of CDE-1, which uridylates rRNAs at 3′-ends. By using IP-MS technology, we found that CDE-1 interacts with SUSI-1(ceDIS3L2), a 3′-5′ exoribonuclease that we previously found to suppress risiRNA production. CDE-1 also uridylates Argonaute-associated risiRNAs. Interestingly, both CDE-1 and SUSI-1(ceDIS3L2) promote RNAi inheritance. In addition, this study sheds new light on a complicated surveillance network by combining uridylation, degradation, and RNAi-mediated gene silencing to maintain rRNA homeostasis.

## Methods

### Strains

Bistol strain N2 was used as the standard wild-type strain. All strains were grown at 20 °C unless otherwise specified. The strains used in this study were listed in Additional file 5: Table S1.

### Quantification of the subcellular location of NRDE-3

The subcellular localization of NRDE-3 was quantified as described previously [20]. Images were collected on a Leica DM4B microscope.

### Quantitative RT-PCR

RNA was isolated from the indicated animals and subjected to DNase I digestion (Thermo Fisher). cDNA was generated from the isolated RNA using a *GoScript*™ *Reverse Transcription System* (Promega) according to the vendor’s protocol. qPCR was performed using a MyIQ2 real-time PCR system (Bio-Rad) with an AceQ SYBR Green Master mix (Vazyme). The primers used in RT-qPCR were listed in Additional file 6: Table S2. *eft-*3 mRNA was used as an internal control for sample normalization. Data analysis was performed using a comparative threshold cycle (ΔΔCT) approach.

### Brood size

Synchronized L3 worms were individually placed onto fresh NGM plates, and the progeny numbers were scored.

### Construction of plasmids and transgenic strains

For *CDE-1::GFP*, a *cde-1* promoter and CDS region were PCR-amplified with the primers 5′-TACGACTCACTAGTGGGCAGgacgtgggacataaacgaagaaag-3′ and 5′-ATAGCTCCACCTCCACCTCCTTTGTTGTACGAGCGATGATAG-3′ from N2 genomic DNA. A *GFP::3×FLAG* region was PCR-amplified with the primers 5′-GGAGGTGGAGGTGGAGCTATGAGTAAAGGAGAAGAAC-3′ and 5′-TCACTTGTCATCGTCATCCT-3′ from plasmid pSG085. The CDE-1 3′ UTR (untranslated region) was PCR-amplified with the primers 5′- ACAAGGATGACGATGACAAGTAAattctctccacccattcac-3′ and 5′- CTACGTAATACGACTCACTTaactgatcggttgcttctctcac-3′ from N2 genomic DNA. A ClonExpress MultiS One-step Cloning Kit (Vazyme, C113–02) was used to insert the *CDE-1::GFP::3×FLAG* fusion gene into the pCFJ151 vector. The transgene was integrated into *C. elegans* chromosome II by the MosSCI method [44]. Using the same method, the *CDE-1::mCherry* fusion gene was integrated into *C. elegans* chromosome V.

The primers used for dual-sgRNA-directed CRISPR/Cas9-mediated *cde-1* gene deletion were 5′-TCCGGATAGTGATTACAATG-3′ and 5′-GGTATTATGTTGAACGACAT-3′.

For *3×FLAG::GFP::SUSI-1*, the predicted *susi-1* promoter was PCR-amplified with the primers 5′-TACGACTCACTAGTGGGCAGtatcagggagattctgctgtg-3′ and 5′- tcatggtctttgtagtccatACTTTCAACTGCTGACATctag-3′ from N2 genomic DNA. The *3×FLAG::GFP* coding region was PCR amplified from plasmid pSG085 with the primers 5′-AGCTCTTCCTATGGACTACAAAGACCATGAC-3′ and 5′- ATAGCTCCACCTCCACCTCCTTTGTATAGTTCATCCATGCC-3′. The *susi-1* coding region and the predicted 3′ UTR were then amplified by PCR from N2 genomic DNA with primers 5′-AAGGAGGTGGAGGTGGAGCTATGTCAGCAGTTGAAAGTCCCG-3′ and 5′-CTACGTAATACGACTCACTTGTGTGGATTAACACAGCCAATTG-3′ from N2 genomic DNA. The ClonExpress MultiS One-step Cloning Kit (Vazyme, C113-02) was used to insert the *3×FLAG::GFP::SUSI-1* fusion gene into the pCFJ151 vector. The transgene was integrated into *C. elegans* chromosome II by the MosSCI system.

### RNA immunoprecipitation (RIP)

RIP experiments were performed as previously described with hypochlorite-isolated embryos of indicated animals [20]. The embryos were sonicated in lysis buffer (20 mM Tris-HCl (pH 7.5), 200 mM NaCl, 2.5 mM MgCl_2_, and 0.5% NP-40), precleared with protein G-agarose beads (Roche), and incubated with anti-FLAG M2 agarose beads (Sigma #A2220). The beads were washed extensively, and 3*×*FLAG::GFP-tagged protein and associated RNAs were eluted with 100 μg/mL 3*×*FLAG peptide (Sigma). The eluates were incubated with TRIzol reagent (Invitrogen), which was followed by isopropanol precipitation. Then, small RNAs were quantified by deep sequencing.

### Deep sequencing of small RNAs and bioinformatic analysis

Total RNAs and the Argonaute-associated RNAs were isolated from the indicated animals and subjected to small RNA deep sequencing using an Illumina platform (Novogene Bioinformatics Technology Co., Ltd.), as previously described [20].

For Argonaute-associated RNAs, synchronized worms were sonicated in sonication buffer (20 mM Tris-HCl,pH 7.5, 200 mM NaCl, 2.5 mM MgCl_2_, and 0.5% NP40). The eluates were incubated with TRIzol reagent and then precipitated with isopropanol. The precipitated RNA was treated with FastAP Thermosensitive Alkaline Phosphatase (Thermo Scientific), re-extracted with TRIzol, and treated with T4 Polynucleotide Kinase (T4 PNK, Thermo Scientific) in the presence of 1 mM ATP before library construction.

Small RNAs were subjected to deep sequencing using an Illumina platform (Novogene Bioinformatics Technology Co., Ltd.). Briefly, small RNAs ranging from 18 to 30 nt were gel-purified and ligated to a 3′ adaptor (5′-pUCGUAUGCCGUCUUCUGCUUGidT-3′; p, phosphate; idT, inverted deoxythymidine); and a 5′ adaptor (5′-GUUCAGAGUUCUACAGUCCGACGAUC-3′), respectively. The ligation products were gel-purified, reverse transcribed, and amplified using an Illumina sRNA primer set (5′-CAAGCAGAAGACGGCATACGA-3′; 5′-AATGATACGGCGACCACCGA-3′). The samples were then sequenced using an Illumina HiSeq platform.

The Illumina-generated raw reads were first filtered to remove adaptors, low-quality tags, and contaminants to obtain clean reads by Novogene. Clean reads ranging from 18 to 30 nt were mapped to the transcriptome assembly WS243 using Bowtie2 with default parameters. The number of reads targeting each transcript were counted by custom Perl scripts. The number of total reads mapped to the genome minus the number of total reads corresponded to sense rRNA transcripts (5S, 5.8S, 18S, and 26S), which was used as the normalization number, to exclude the possible degradation fragments of sense rRNAs.

### Proteomic analysis

Proteomic analysis was conducted as previously described [45]. Briefly, mixed-stage transgenic worms expressing CDE-1::GFP were resuspended in equal volumes of 2*×* lysis buffer (50 mM Tris-HCl pH 8.0, 300 mM NaCl, 10% glycerol, 1% Triton X-100, Roche®cOmplete EDTA-free Protease Inhibitor Cocktail, 10 mM NaF, and 2 mM Na_3_VO_4_), and lysed in a FastPrep-24 5G homogenizer. The lysate supernatant was incubated with anti-GFP antibody, which was linked to beads, for 1 h at 4 °C. The beads were then washed three times with cold lysis buffer. The GFP immunoprecipitates were eluted with chilled elution buffer (100 mM glycine-HCl, pH 2.5). Approximately 1/8 of the eluates were subjected to western blotting analysis. The rest of the eluates were precipitated with TCA or cold acetone and dissolved in 100 mM Tris (pH 8.5), with 8 M urea. The proteins were reduced with TCEP, alkylated with IAA, and finally digested with trypsin at 37 °C overnight. LC-MS/MS analysis of the resulting peptides and MS data processing approaches were conducted as previously described [46]. A WD scoring matrix was used to identify high-confidence candidate interacting proteins.

### Coimmunoprecipitation analysis

The lysates of transgenic worms were prepared using RIP lysis buffer (50 mM Tris (pH 7.4), 150 mM NaCl, 1% NP-40, 0.1% SDS, 1 mM EDTA, 0.5% sodium deoxycholate, and protease inhibitors (Thermo)). Immunoprecipitations with anti-FLAG® M2 affinity gel (a2220, Sigma) or agarose beads (ab193255, Abcam) with anti-GFP antibody (ab290, Abcam) and anti-SUSI-1 antibody (lot number 20121105, Abmart) were performed at 4 °C overnight. Protein complexes were eluted by boiling in 2× SDS loading buffer. Anti-GFP, anti-SUSI-1 and anti-Actin (Servicebio GB12001) antibodies that were used for western blots were diluted to 1:2000, 1:500, and 1:5000, respectively.

### rRNA 3′ tail-seq

rRNA tail-seq was conducted as described previously [20]. Briefly, total RNA were extracted from L3 larva, digested by DNase I, and then ligated to the following 3′ RNA linkers with T4 RNA ligase (Thermo #EL0021) (1 μg total RNA, 2 μL 3′ RNA linker (10 μM), 1 μL 10× T4 RNA ligation buffer, 2 μL T4 RNA ligase) by incubating at 37 °C for 30 min.

3′ RNA linker-1:

5′-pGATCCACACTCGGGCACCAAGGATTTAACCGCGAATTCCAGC-NH2–3′ (the underlined sequence served as a barcode for sample labeling).

3′ RNA linker-2:

5′-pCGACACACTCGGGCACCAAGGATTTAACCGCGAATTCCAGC-NH2–3′.

3′ RNA linker-3:

5′-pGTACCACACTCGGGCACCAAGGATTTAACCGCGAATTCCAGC-NH2–3′.

The RNAs were reverse transcribed with the following primer:

Universal 3′ linker RT:

5′-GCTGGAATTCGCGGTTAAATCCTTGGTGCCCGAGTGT-3′. The cDNAs were PCR amplified (16 cycles) with the primers 26S rRNA-F: 5′-CAGATCACTCTGGTTCAATGTC-3′ and universal 3′ linker RT primer, or with the primers 5.8S rRNA-F: 5′-GGTTGCATCGAGTATCGATGAA-3′ and universal 3′ linker RT primer, gel purified and then deep sequenced using an Illumina platform, according to the manufacturer′s instructions, by Novogene (Beijing, China). The number of reads with distinct 3′-end modifications was counted by custom Perl scripts. Three biological replicates were conducted in each genotype or treatment.

### RNAi inheritance assay

Synchronized L1 animals of the indicated genotypes were exposed to bacteria expressing *gfp* dsRNA. F1 embryos were collected by hypochlorite/NaOH treatment and grown on OP50 bacteria. The GFP expression levels in both the parental generation (P0) and the progeny (F1–F3) were visualized and scored. Images were collected with a Leica DM4B microscope system.

### Statistics

Bar graphs with error bars represent the mean and SD. All of the experiments were conducted with independent *C. elegans* animals for the indicated N replicates. Statistical analysis was performed with two-tailed Student’s *t* tests or unpaired Wilcoxon tests. The threshold for Student’s *t* test *P* values was set to 0.05 or 0.01.

## Supplementary information

**Additional file 1: Figure S1.** risiRNA accumulats in *cde-1* mutant and requires *rrf-1* and *rrf-2*. (A) → *CDE-1::mCherry* was able to redistribute NRDE-3 from the nucleus to the cytoplasm in *cde-1(tm936)* mutants. The germline and the seam cells of indicated animals at L3 stage were shown. White dashed line shows the border of germline. White arrows, nucleus. (B) → The depletion of *pup-2* and *pup-3* together was not able to redistribute NRDE-3 from the cytoplasm to the nucleus. The seam cells of indicated animals were shown. The numbers indicated the percentage of animals with nuclear enriched NRDE-3 in seam cells. The number of scored animals is indicated in the parentheses. White arrows, nucleus. (C) → *rrf-1* and *rrf-2* were required for NRDE-3 nuclear localization when *cde-1* is not functional. Images of the representative seam cells were shown. The numbers indicated the percentage of animals with nuclear enriched NRDE-3 in seam cells. The number of scored animals is indicated in the parentheses. White arrows, nucleus. (D) → The depletion of *rrf-1* and *rrf-2* partially restored the fecundity of *eri-1(mg366);cde-1(tm936)* animals. Data are presented as the mean ± SD (*n* = 3, biological replicates). **P < 0.01 (two-tailed Student’s t test).

**Additional file 2: Figure S2.** Size distribution and 5′ end nucleotide preference of siRNAs identified by deep sequencing. (A) NRDE-3-, (B) HRDE-1-, and (C) WAGO-1-bound small RNAs in indicated animals were deep sequenced. Size distribution and 5′ end nucleotide preference were analyzed.

**Additional file 3: Figure S3.** CDE-1 interacts with SUSI-1(ceDIS3L2) in the germline. (A) → CDE-1::GFP was visualized by fluorescent microscopy at indicated developmental stages. White dashed lines show the borders of embryos or germlines at indicated developmental stages. Green dashed lines indicate P cell lineage at embryo stage. (B) → Western blotting analysis of CDE-1::GFP was performed after GFP immunoprecipitation. (C) → SUSI-1(ceDIS3L2) accumulated in the cytoplasm. Images of CDE-1::mCherry (largely colocalized with the P-granule, the upper panel) and GFP::SUSI-1 (in cytoplasm, the upper and lower panels) expression in the germline cells at young adult stage.

**Additional file 4: Figure S4.** qRT-PCR analysis of *susi-1* mRNA levels in indicated animals at the L3 stage. Data are presented as the mean ± SD (n = 3, biological replicates). *P < 0.05 (two-tailed Student’s t test).

**Additional file 5: Table S1.** Strains used in this work.

**Additional file 6: Table S2.** Primers used for quantitative real-time PCR analysis.

## Data Availability

All raw and normalized sequencing data have been deposited to Gene Expression Omnibus under submission number GSE139530 [47] and GSE156000 [48].

# Supplementary material for: CDE-1 suppresses the production of risiRNA by coupling polyuridylation and degradation of rRNA
**Source:** BMC Biol. 2020 Sep 4;18:115. doi: 10.1186/s12915-020-00850-z
**Supplement:** Supplementary file 5 — Additional file 5: Table S1. Strains used in this work.

Table S1: Strains used in this work.

| Genotype |
| --- |
| N2 |
| *eri-1(mg366)* |
| *eri-1(mg366);nrde-3p::GFP::NRDE-3(ggISI)* |
| *cde-1(tm936)* |
| *cde-1(tm1021)* |
| *eri-1(mg366);cde-1(tm936)* |
| *eri-1(mg366);cde-1(tm936); nrde-3p::GFP::NRDE-3(ggISI)* |
| *eri-1(mg366);cde-1(tm1021); nrde-3p::GFP::NRDE-3(ggISI)*  *cde-1p::CDE-1::mCherry(ustIS105)* |
| *eri-1(mg366);cde-1(tm936); nrde-3p::GFP::NRDE-3(ggISI); cde-1p::CDE-1::mCherry* |
| *pup-2(tm4344)* |
| *pup-3(tm5089)* |
| *eri-1(mg366);pup-2(tm4344); nrde-3p::GFP::NRDE-3(ggISI)* |
| *eri-1(mg366);pup-3(tm5089); nrde-3p::GFP::NRDE-3(ggISI)* |
| *eri-1(mg366);pup-2(tm4344);pup-3(tm5089); nrde-3p::GFP::NRDE-3(ggISI)* |
| *eri-1(mg366);cde-1(tm936);pup-3(tm5089); nrde-3p::GFP::NRDE-3(ggISI)*  *eri-1(mg366);cde-1(ust170); pup-2(tm4344); nrde-3p::GFP::NRDE-3(ggISI)*  *eri-1(mg366);cde-1(ust170); pup-2(tm4344); pup-3(tm5089); nrde-3p::GFP::NRDE-3(ggISI)* |
| *susi-1(ust1)* |
| *eri-1(mg366); susi-1(ust1); nrde-3p::GFP::NRDE-3(ggISI)* |
| *control_sensor(ustIS38)* |
| *risiRNA_sensor(ustIS37)* |
| *risiRNA_sensor(ustIS37);eri-1(mg366)* |
| *risiRNA_sensor(ustIS37);cde-1(tm936)* |
| *risiRNA_sensor(ustIS37);eri-1(mg366);cde-1(tm936)* |
| *mCherry::FIB-1(ustIS36)* |
| *eri-1(mg366); nrde-3p::GFP::NRDE-3(ggISI);mCherry::FIB-1(ustIS36)* |
| *eri-1(mg366); nrde-3p::GFP::NRDE-3(ggISI);mCherry::FIB-1(ustIS36);cde-1(tm936)* |
| *eri-1(mg366);cde-1(tm936); nrde-3p::GFP::NRDE-3(ggISI);rrf-1(pk1417)* |
| *eri-1(mg366);cde-1(tm936); nrde-3p::GFP::NRDE-3(ggISI);rrf-2(ok210)* |
| *eri-1(mg366);cde-1(tm936); nrde-3p::GFP::NRDE-3(ggISI);rrf-3(pk1426)* |
| *eri-1(mg366);cde-1(tm936); nrde-3p::GFP::NRDE-3(ggISI);rrf-1(pk1417);rrf-2(ok210)* |
| *hrde-1p::GFP::HRDE-1(ustIS68)* |
| *cde-1(tm936); hrde-1p::GFP::HRDE-1(ustIS68)* |
| *wago-1p::GFP::WAGO-1(ustIS106)* |
| *cde-1(tm936); wago-1p::GFP::WAGO-1(ustIS106)* |
| *cde-1p::CDE-1::GFP(ustIS107)* |
| *dpy-30p::mRuby::PGL-1(hjSi396)* |
| *cde-1p::CDE-1::GFP(ustIS107); dpy-30p::mRuby::PGL-1(hjSi396)* |
| *susi-1p::GFP::SUSI-1(ustIS108)* |
| *cde-1p::CDE-1::mCherry(ustIS105); susi-1p::GFP::SUSI-1(ustIS108)* |
| *mex-5p::GFP::H2B(ustIS45)* |
| *hrde-1(tm1200); mex-5p::GFP::H2B(ustIS45)* |
| *cde-1(tm936); mex-5p::GFP::H2B(ustIS45)* |
| *susi-1(ust1); mex-5p::GFP::H2B(ustIS45)* |

# Supplementary material for: CDE-1 suppresses the production of risiRNA by coupling polyuridylation and degradation of rRNA
**Source:** BMC Biol. 2020 Sep 4;18:115. doi: 10.1186/s12915-020-00850-z
**Supplement:** Supplementary file 6 — Additional file 6: Table S2. Primers used for quantitative real-time PCR analysis.

**Table S2 Primers used for quantitative real-time PCR analysis**

| *eft-3* RT F | ACTTGATCTACAAGTGCGGAGGA |
| --- | --- |
| *eft-3* RT R | AAAGATCCCTTACCCATCTCCTG |
| risiRNA RT | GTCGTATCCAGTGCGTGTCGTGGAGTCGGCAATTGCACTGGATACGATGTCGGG |
| risiRNA qRT F | GTGCGTGTCGTGGAGTCG |
| risiRNA qRT R  *susi-1* mRNA F  *susi-1* mRNA R | TGTCGGGAGGCATCTCTATCTC  CTGCCGCTACAGTCAAAACC  CCTTTGATATGTATTCGGTGAAGAT |

How the deposited data were processed for this re-analysis (not part of the article)

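Small RNA libraries were analysed for 5 comparisons of *cde-1(tm936)* with its control: total small RNA of young adults, NRDE-3 IP of embryos, NRDE-3 IP in *eri-1(mg366)*, and the HRDE-1 and WAGO-1 IPs of young adults. Each genotype had 1 library, so samples were compared in pairs, without a test between genotypes. Libraries were matched to genotypes by their labels and the paper's text. One sample title prints another allele of *cde-1*, and the genotype label and the paper were followed.

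For each library, the authors removed adaptors, low-quality tags and contaminants, mapped clean reads of 18 to 30 nt to the WS243 transcriptome with Bowtie2 at default parameters, and counted reads per transcript with custom Perl scripts. The deposited values are counts of reads on the same strand and on the opposite strand of each transcript, without normalization. The libraries held between 5200610 and 9919222 counted reads. Transcripts with no class or gene and an empty cell (between 1 and 3 in each library, at most 0.00152% of reads) were left out. A table of 3′-tail sequencing of 26S rRNA has 6 columns of values that could not be matched to samples by their names, and they were not used here.

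Reads per 1000000 reads (RPM) were computed over all counted reads less sense rRNA reads, after the paper's methods. Shares have 95% Wilson intervals, and ratios of shares have 95% log-normal intervals. A count of at most 3 reads was treated as the floor, and ratios against such a count were computed against the floor. The columns of the 7 rRNA features read mostly on the opposite strand (over 50% in every library) were exchanged. This was decided after the counts had been seen, and after the ratios without it had been found to differ from the paper's. Genomic positions and gene names came from Ensembl release 115 (WBcel235), in which 44852 of the 45510 genes in the counts were matched. *cde-1* was found as cid-1, a name the paper gives for the same gene. *susi-1* and *eft-3* were not analysed here, since no table pairs these names with the genes listed.

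Protein-coding genes were compared by log2 ratios of antisense reads, with 1 read added, where either library had at least 50 reads. A change of 2-fold was counted in each direction. The medians of the histone genes (72 in the annotation) and the ribosomal protein genes (76) were set against 10000 random lists. Both gene lists were fixed beforehand by symbol, and the random lists had the same size and were matched on mean level. The sharing of reads among histone genes was not matched. Changes were compared between comparisons by Spearman's rho across genes, which are not independent replicates. The genes named from the whole set were the 2 with the largest rise and the 2 with the largest fall in each comparison. These were taken among genes with at least 200 reads in either library. To them were added 15 of the genes the paper names. This rule, the comparisons and the alternatives other than those said to be chosen later were set before the data were examined.

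The alternatives were other denominators (all counted reads, all counted reads less sense and antisense rRNA reads, reads on protein-coding genes, reads on miRNA genes), other sets of rRNA features (26S only, without 5S, 1 feature per rRNA), TMM scaling and median-of-ratios scaling of genes, other filters (at least 10 reads, at least 200 reads, none) and 10 added reads. The alternatives chosen after seeing the data removed sense protein-coding reads from the denominator as well, left out the 4 exchanged features on the minus strand or all 7 exchanged features, kept the 5S features as listed, kept all columns as deposited, or scaled the gene lists by TMM or median-of-ratios with genes of at least 200 reads.

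The code was tested on simulated data with counting error only, in which 200 genes with at least 50 control reads were changed 4-fold. Between 97% and 100% of them were recovered in the comparisons, with at most 5 false calls among 1513 to 6871 genes. In 2000 simulated draws the ratio interval covered the true ratio in 94.9%. Variation between animals, libraries or PCR was not simulated, so false calls among the genes counted as changed in the data were not estimated. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and edgeR 4.0.16 under R 4.3.3 for the TMM factors.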

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

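All tests in this part were chosen only after the results had been seen, and the test of sense fragments was divided between the WAGO-1 IP and the other comparisons after its ratios had been seen.

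Antisense reads on snRNA, snoRNA and splice leader genes, which the paper does not report by strand, were higher in *cde-1(tm936)* than in the control. These 3 classes were chosen after the values of all classes had been seen. On snRNA genes the ratio was 18.2 in total small RNA of young adults, 28.1 in the NRDE-3 IP of embryos, 171 in the NRDE-3 IP in *eri-1(mg366)*, 5.54 in the HRDE-1 IP and 2.16 in the WAGO-1 IP. On snoRNA genes the ratios were 1.64, 1.76, 9.51, 1.47 and 1.40 in the same order. On splice leader genes they were 4.24, 2.01, 23.8, 4.62 and 2.48. Antisense reads on tRNA genes did not follow this in every comparison. In the NRDE-3 IP of embryos they had a ratio of 0.845 (interval from 0.738 to 0.968), with 7 of 13 genes at least 2-fold lower, but this fall depended on the denominator: the ratio was 1.85 with all counted reads, 1.05 with reads on miRNA genes and 0.981 with reads on protein-coding genes. In the others the ratios were 1.93, 4.52, 1.20 and 2.06.

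Several technical explanations are argued against. With antisense protein-coding reads or miRNA reads as the denominator, the lowest of these ratios was 1.20, so the choice of denominator does not remove the rise. Assignment of sense fragments to the wrong strand would also affect mitochondrial reads, but at most 0.0801% of these lay on the opposite strand in the mutant libraries. In the 4 comparisons other than the WAGO-1 IP, the antisense ratio was at least 1.36 times the sense ratio, so more sense fragments of these RNAs do not account for the whole rise there. The lowest value is that of splice leader genes in the HRDE-1 IP, where sense reads rose too, with a ratio of 3.40 against 4.62, so most of that rise is matched by sense reads. Among the genes tested, the rise was not confined to a few listed genes. Genes of similar sequence can share reads and are then not independent, so a rise of a few RNAs with several listed copies is not excluded. In the comparison with the lowest lower bound, the WAGO-1 IP, the median gene still rose by 1.99 (log2) for snRNA, 0.78 for snoRNA and 1.15 for splice leader genes. With genes at the floor of 3 reads set to their bound, the snRNA value was 1.77 and the other 2 were unchanged. The genes tested there were 24 of 96, 61 of 345 and 12 of 30, and these medians say nothing about the rest. A single gene held up to 57.3% of the antisense reads of its class in the mutant (snoRNA, NRDE-3 IP of embryos). The rise of antisense snRNA reads relative to that of risiRNA differed by 26.9 times between comparisons, which a fixed share of risiRNA reads counted on snRNA genes would not give. Most of this spread comes from total small RNA, with a value of 1.38. The values in the 4 IP comparisons lay between 0.0513 (HRDE-1) and 0.258 (WAGO-1).

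Other explanations stay open. In the WAGO-1 IP the antisense ratio was at most 0.950 times the sense ratio, so there a general rise of fragments of these RNAs may account for it. Each genotype had 1 library in each comparison, and no batch of libraries was tested. The 5 comparisons share no library, and in each at least 75.0% of the snRNA genes tested were 2-fold higher or more. The lowest share was 66.7% for splice leader genes and 44.3% for snoRNA genes, both in the WAGO-1 IP. For snoRNA genes it was 49.2% in the HRDE-1 IP, and in embryos 6 of 46 were at least 2-fold lower. Genes that share reads are counted separately in these shares. An effect of *cde-1* on these RNAs remains a hypothesis that was found and tested on the same data.

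Some categories moved in opposite directions between comparisons, and the difference between them was not tested. Mitochondrial reads had a ratio of 1.76 in total small RNA and 0.333 in the NRDE-3 IP of embryos. Splice leader reads on both strands had ratios of 4.74 in the NRDE-3 IP in *eri-1(mg366)* and 0.595 in embryos, and sense tRNA reads 1.59 in the WAGO-1 IP and 0.166 in embryos. With all counted reads as the denominator, the ratios in embryos were 0.728 for mitochondrial, 1.30 for splice leader and 0.364 for sense tRNA reads, so the fall of splice leader reads reversed. All 3 stayed below 1 with the other denominators. In the embryo pair, sense rRNA reads were 66.1% of the control library against 25.9%. An equal excess of all sense reads in the control library does not account for the pattern. Sense miRNA reads had a ratio of 0.804, above the 0.371 of sense splice leader reads, the highest of the 3 categories. Since miRNAs are small RNAs themselves, their ratio does not test an excess of fragments of longer RNAs. Sense piRNA reads had 0.840. The other sense classes lay between 0.191 (snoRNA) and 0.586 (ncRNA). More sense fragments of RNAs other than miRNA and piRNA cannot be told apart from an effect of *cde-1(tm936)*, since these classes were chosen after their values had been seen. A difference between embryos and the other stages stays open and was not tested.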

How the results depend on the processing

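The alternatives that concern the strand of rRNA features, remove sense protein-coding reads too or scale lists of genes with at least 200 reads were chosen after seeing the data. The others were set beforehand. Where a value below moved, the cause was not tested unless it is named.

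All 5 risiRNA ratios stayed above 1 under every alternative set beforehand: from 4.46 to 5.39 in total small RNA, 14.8 to 37.1 in the NRDE-3 IP of embryos, 149 to 204 in the NRDE-3 IP in *eri-1(mg366)*, 9.61 to 13.4 in the HRDE-1 IP and 1.42 to 1.99 in the WAGO-1 IP. They depended most on the strand of the 7 exchanged rRNA features. With all columns as deposited, the ratios were 1.28, 0.284, 2.04, 1.28 and 1.06 in the same order, and the direction reversed in the NRDE-3 IP of embryos. With only the 5S features as listed, they were 1.35, 1.35, 20.2 and 4.76 in the first 4 comparisons. With the 4 exchanged features on the minus strand left out, they were 4.54, 14.0, 144, 8.95 and 1.21, and with all 7 left out 4.57, 14.2, 147, 9.57 and 1.27, all above 1.

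With all counted reads as the denominator, the ratio was 37.1 in embryos and 152 in *eri-1(mg366)*. Removing antisense rRNA reads as well gave 186 in *eri-1(mg366)*. Reads on protein-coding genes gave 19.7 in embryos and 204 in *eri-1(mg366)*, and reads on miRNA genes 21.1, 149, 10.4 (HRDE-1) and 1.43 (WAGO-1). Removing sense protein-coding reads gave 15.7 in embryos and 113 in *eri-1(mg366)*. 26S rRNA only gave 18.9, 196, 13.4 and 1.99 in the 4 IP comparisons, and leaving out 5S rRNA 17.8, 172, 12.5 and 1.95. With 1 feature per rRNA, the ratios were 4.46, 14.8, 159, 11.8 and 1.42 in the 5 comparisons.

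By rRNA, all counted reads gave ratios in embryos of 28.5 for 18S, 15.5 for 5.8S, 41.3 for 26S and 2.19 for 5S, and in *eri-1(mg366)* 63.3 for 18S and 181 for 26S. Reads on protein-coding genes gave 15.1 for 18S and 21.9 for 26S in embryos, and 85.3 for 18S, 244 for 26S and 8.82 for 5S in *eri-1(mg366)*. The 5S ratio in embryos, 0.999 by the paper's denominator, thus rose above 1 with all counted reads. Depth limits the 5.8S ratio in total small RNA, with 1 read in either library, for which no ratio is given. With all counted reads, 5 of the 12 categories changed 2-fold in embryos in place of 2.

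The number of genes changed 2-fold followed the filter, since fewer or more genes were tested. At least 10 reads gave 3121 genes in total small RNA, 2554 in embryos, 4647 in *eri-1(mg366)* and 3111 in the WAGO-1 IP. No filter gave 6002, 7143, 8597, 6922 and 6227 in the 5 comparisons, and at least 200 reads gave 305, 173, 457, 1831 and 855. Median-of-ratios scaling gave 735 genes in total small RNA. There the share of changed genes that were higher was 76.7%, against 35.3% with TMM scaling and 37.1% with median-of-ratios scaling. In embryos it was 55.7%, 67.7% and 68.2%, and in the WAGO-1 IP 48.6%, 56.2% and 62.3%. The filter and the added reads also moved this share. The same number of reads was added to libraries of unequal depth. This moves genes with few reads toward lower where the mutant library is the deeper, as in the IP comparisons. In total small RNA, where the control is the deeper, it moves them toward higher. In embryos it was 45.2% with at least 10 reads, 25.0% with no filter and 43.0% with 10 added reads, so the balance reversed. In the HRDE-1 IP it was 69.8%, and 41.8% with no filter. In the WAGO-1 IP it was 38.8% with at least 10 reads, 34.8% with no filter and 53.9% with at least 200 reads. It stayed at or above 69.8% in total small RNA and 53.3% in *eri-1(mg366)* under the filters and the added reads. The median log2 ratio of all genes moved from 0.58 to 0.09 with TMM scaling in total small RNA, from 0.29 to 0.61 in embryos, from 0.84 to 0.58 in *eri-1(mg366)* and from 0.08 to 0.20 in the WAGO-1 IP.

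With at least 200 reads, the percentile of ribosomal protein genes was 98.9 in *eri-1(mg366)*, 20.6 in the HRDE-1 IP and 36.6 in the WAGO-1 IP, and that of histone genes 5.70 in the HRDE-1 IP and 36.4 in the WAGO-1 IP. With 10 added reads, that of ribosomal protein genes was 6.25 in embryos, 0 in the HRDE-1 IP and 0.49 in the WAGO-1 IP, and that of histone genes 0.03 in the WAGO-1 IP. Lists with fewer than 5 genes left gave no value. With at least 200 reads, the log2 medians of histone genes in the HRDE-1 and WAGO-1 IPs were -0.00 and 0.13 in place of -0.54 and -0.84, and those of ribosomal protein genes 0.33 and -0.04 in place of -0.46 and -0.59. TMM scaling added to this filter gave 0.0413, 0.24, 0.37 and 0.0747 in the same order, and median-of-ratios scaling 0.0562, 0.34, 0.39 and 0.17. All 4 were positive, but these scalings move every gene alike and cannot test the lists. The distance of each list from the median of all genes stayed at -0.73, -0.03, -0.40 and -0.20. The correlations between comparisons kept their sign with at least 200 reads. Total small RNA had rho 0.369 with embryos, 0.713 with *eri-1(mg366)*, 0.819 with HRDE-1 and 0.693 with WAGO-1. Embryos had 0.792 with *eri-1(mg366)*, 0.407 with HRDE-1 and 0.127 with WAGO-1. *eri-1(mg366)* had 0.652 with HRDE-1 and 0.435 with WAGO-1, and HRDE-1 had 0.755 with WAGO-1.

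No paired test was run. Each genotype had 1 library in each comparison, and the 5 pairs of control and *cde-1(tm936)* libraries were not tested together. The alternatives set beforehand for 26S rRNA tails were not run.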

Differences from the paper's values

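The values of the paper in this part were read by eye from its figures, and the alternative that also removes sense protein-coding reads from the denominator was chosen after seeing the values, as were those on the strand of rRNA features.

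In the control of the NRDE-3 IP in *eri-1(mg366)*, 18S risiRNAs were 126 RPM, against the paper's about 330 in Fig. 1f, read by eye. None of the alternatives set before the data were examined closed this gap; removing sense protein-coding reads, chosen after seeing the values, gave 335. 5.8S risiRNAs were 4.06 RPM, against the paper's about 17 in Fig. 1f, read by eye, and no alternative closed the gap. 26S risiRNAs were 563 RPM, against the paper's about 930 in Fig. 1f, read by eye. Reads on protein-coding genes as the denominator gave 786, and the other denominators set before the data were examined did not close the gap. Removing sense protein-coding reads, chosen after seeing the values, gave 1501 and did not close it either.

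In total small RNA, risiRNAs in N2 were 38.4 RPM, against the paper's about 110 in Fig. 2a, read by eye. In *cde-1(tm936)* they were 204, against the paper's about 530 in Fig. 2a, read by eye. Antisense reads on protein-coding genes were 110836 RPM in N2, against the paper's about 310000 in Fig. 2a, read by eye, and 137547 in *cde-1(tm936)*, against the paper's about 360000 in Fig. 2a, read by eye. None of the alternatives set before the data were examined closed these 4 gaps. Removing sense protein-coding reads, chosen after seeing the values, gave 105 and 529 for risiRNAs and 303519 and 356593 for protein-coding genes.

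In the control of Fig. 1d, antisense reads on tRNA genes were 287 RPM, against the paper's about 4200 in Fig. 1d, read by eye. Of the alternatives set before the data were examined, reads on miRNA genes gave 3453 and the others did not close the gap. Transposon reads were 4924 RPM, against the paper's about 950 in Fig. 1d, read by eye, and no alternative closed the gap. Splice leader reads were 637 RPM, against the paper's about 1300 in Fig. 1d, read by eye. Reads on protein-coding genes gave 890 and the other alternatives set before the data were examined did not close the gap; removing sense protein-coding reads, chosen after seeing the values, gave 1698.

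As a share of reads, risiRNAs in *eri-1;cde-1* animals expressing GFP::NRDE-3 were 11.9%, against the paper's about 22% in Fig. 1e, read by eye. Of the alternatives set before the data were examined, reads on protein-coding genes gave 20.8% and the others did not close the gap. Removing sense protein-coding reads gave 22.0% and leaving the columns as deposited gave 17.7%, both chosen after seeing the values. Antisense reads on protein-coding genes were 9.05% in the control, against the paper's about 24% in Fig. 1e, read by eye. None of the alternatives set before the data were examined closed this gap; removing sense protein-coding reads, chosen after seeing the values, gave 24.1%. In the double mutant they were 11.9%, against the paper's about 22% in Fig. 1e, read by eye. Reads on protein-coding genes gave 20.6%, the other alternatives set before the data were examined did not close the gap, and removing sense protein-coding reads, chosen after seeing the values, gave 21.8%.

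No denominator tried here closed every gap. Removing sense protein-coding reads, chosen after seeing the values, closed 9 of the 13 gaps, but opened 10 gaps among values that did not differ by the paper's denominator. With it, risiRNAs were 1942 RPM in the control, against the paper's about 720 in Fig. 1d, read by eye, and 219927 in the double mutant, against the paper's about 120000 in Fig. 1d, read by eye. In the double mutant it gave 15846 RPM for 18S, against the paper's about 8400 in Fig. 1f, read by eye, and 203391 for 26S, against the paper's about 110000 in Fig. 1f, read by eye. Of the alternatives set before the data were examined, reads on protein-coding genes closed 4 gaps and opened 12, and reads on miRNA genes closed 1 and opened 23.

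In direction, Fig. 1d shows antisense tRNA reads lower and transposon reads higher in the double mutant than in the control. Here the ratios were 4.52 for antisense tRNA reads and 0.447 for transposons. Since the bars were read by eye, a bar assigned to the wrong category is not excluded. Transposon reads here fell from 4924 to 2202 RPM, near the level and direction read for antisense tRNA. Reads on lincRNA genes rose from 880 to 2597 RPM, near those read for transposons in the control and in direction.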

Other observations

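No technical or biological explanation was tested for the values in this part. The genes singled out as structural RNAs and the check of the Argonaute genes were chosen after their values were seen.

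The reads on *cde-1* check the labels of the libraries. Its sense reads were lower in *cde-1(tm936)* in all 5 comparisons, while its antisense reads had a log2 ratio between 0.18 and 0.64 in the 4 comparisons with at least 50 reads. Sense reads on the gene of the precipitated Argonaute protein were highest in its own libraries. *wago-1* had 4443 and 4597 RPM of sense reads in the WAGO-1 IP and 244 in N2, *hrde-1* had 2503 and 2255 in the HRDE-1 IP and 199 in N2, and *nrde-3* had 1454 and 1688 in the NRDE-3 IP of embryos and 41.2 in N2.

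Of the genes that the paper names, 15 were taken together, and *susi-1*, *eft-3*, *ego-1* and *lin-28* were not among them. Of the 15 genes, 12 had enough antisense reads in total small RNA, with log2 ratios from -1.29 (*pup-3*) to 1.49 (*rrf-3*). In the NRDE-3 IP of embryos, 8 of 11 were at least 2-fold higher, *wago-1* was at least 16.0-fold higher (3 reads in the control and 91 in the mutant), and the lowest log2 ratio was -1.85 (*nrde-3*). In the NRDE-3 IP in *eri-1(mg366)*, 9 of 13 were at least 2-fold higher. In the HRDE-1 IP 6 of 15 were, and in the WAGO-1 IP 4 of 12. Of the 3 RNA-dependent RNA polymerases among the 15, *rrf-3* rose by a log2 ratio of 2.93 in the HRDE-1 IP.

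Among protein-coding genes with at least 200 reads, the largest rises in total small RNA were of *mltn-3* (W02B8.3; log2 ratio 5.45) and *his-45* (4.97), and the largest falls of C08F11.7 (-5.44) and *saeg-2* (-4.59). In the NRDE-3 IP of embryos, F23A7.8 (6.25) and F23A7.4 (5.95), which lie near each other on chromosome X, rose most, and *saeg-2* (-4.23) and *clec-72* (-4.14) fell most. In the NRDE-3 IP in *eri-1(mg366)*, *dct-11* was at least 155-fold higher and F23A7.4 101-fold higher, while C08F11.7 was at least 75.0-fold lower and F15D4.6 38.5-fold lower. In the HRDE-1 IP, *nlp-40* (6.65) rose most, T05A8.1 was at least 46.6-fold higher, and *his-9* (-5.79) and C08F11.7 (-5.72) fell most. In the WAGO-1 IP, F56B3.6 (6.54) and *best-18* (6.23) rose most, ZK262.9 was at least 841-fold lower and R02D5.1 (-5.00) fell. Histone genes share reads with near-identical copies, so the values of *his-45* and *his-9* are uncertain.

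The median log2 ratio of antisense reads on histone genes was 2.61 in total small RNA (11 genes), 1.72 in the NRDE-3 IP of embryos (68 genes) and 2.69 in the NRDE-3 IP in *eri-1(mg366)* (70 genes), each at percentile 100 of the random lists. In the HRDE-1 IP it was -0.54 (27 genes, percentile 0.01) and in the WAGO-1 IP -0.84 (19 genes, percentile 0.08). Histone genes share reads and are not independent, which the random lists do not match. Their percentiles can therefore be too extreme. With at least 200 reads, 8 histone genes were left in the HRDE-1 IP with a median of -0.00. All genes then had a median of 0.73. The distance of the list from all genes was thus -0.73, against -0.91 with at least 50 reads. In the WAGO-1 IP, 6 were left with a median of 0.13, so its sign changed. Their distance from all genes was -0.03, against -0.92 with at least 50 reads. For ribosomal protein genes the median was -0.05 in total small RNA (9 genes, percentile 3.17), -0.53 in embryos (6 genes, percentile 5.68), 1.92 in *eri-1(mg366)* (68 genes, percentile 100), -0.46 in the HRDE-1 IP (44 genes, percentile 0.01) and -0.59 in the WAGO-1 IP (24 genes, percentile 0.65). With at least 200 reads it was 0.33 in the HRDE-1 IP (7 genes), so its sign changed too, and -0.04 in the WAGO-1 IP (7 genes). The distances from all genes were -0.40 and -0.20, against -0.84 and -0.67 with at least 50 reads. TMM and median-of-ratios scaling move every gene of a comparison alike, so the distance of a list from all genes stays the same under them, and no median over genes with at least 50 reads changed its sign. With at least 200 reads, a combination chosen after seeing the values, TMM scaling moved the median of histone genes in the HRDE-1 IP to 0.04. It moved that of ribosomal protein genes in the WAGO-1 IP to 0.07. Median-of-ratios scaling moved them to 0.06 and 0.17. Both medians became positive, while both lists stayed below all genes.

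Across genes, which are not independent replicates, the changes in 2 comparisons had Spearman's rho between 0.317 (NRDE-3 IP of embryos and WAGO-1 IP, 1192 genes) and 0.681 (HRDE-1 and WAGO-1 IPs, 4714 genes) in the 10 correlations computed. No library was shared between comparisons.

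Single structural RNA genes with antisense reads included *rpr-1* on chromosome I from 13463955 to 13464207. It had 42 antisense reads in N2 and 1107 in *cde-1(tm936)*, and its ratio was 30.3 in total small RNA, 23.7 in the NRDE-3 IP of embryos, 111 in *eri-1(mg366)*, 11.9 in the HRDE-1 IP and 10.6 in the WAGO-1 IP. Its sense reads had ratios of 0.815, 0.136, 0.789, 1.74 and 2.42 in the same order, so in the HRDE-1 and WAGO-1 IPs they rose as well. *sup-6* had 21 antisense reads in the control and 6505 in the double mutant of the NRDE-3 IP in *eri-1(mg366)*, a ratio of 286. In the other comparisons it was at least 37.5-fold higher in total small RNA and at least 39.0-fold higher in the NRDE-3 IP of embryos, and its ratio was 10.4 in the HRDE-1 IP and 4.14 in the WAGO-1 IP. Of the 2 other genes examined, *mrpr-1* had a lowest ratio of 6.72, in embryos, and *smy-1* was at least 1.76-fold higher there.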
